A study of Homo sapiens with 2 samples. Its data were reported in "NUDT21 Drives T‐Cell Acute Lymphoblastic Leukemia Through Dual Regulation of Alternative Polyadenylation and Transcriptional Activation" (2026).

How the data were processed

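The samples were 2 biological replicates of J.gamma1, an established human T-cell acute lymphoblastic leukemia (T-ALL) line, profiled by CUT&Tag with an antibody against NUDT21, a subunit of the pre-mRNA cleavage factor that chooses polyadenylation sites. In CUT&Tag, an antibody brings a transposase to its target on chromatin, and the DNA cut there is sequenced. Both samples formed 1 group, and no control sample was analysed here.

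According to the methods of the study, reads were processed with fastp, aligned to hg38 with Bowtie2 and cleared of duplicates with Picard. They were then passed to MACS3 for peak calling. The authors called peaks separately in each replicate. Each deposited list gave, for every peak, the fold enrichment at its summit over the local background (a ratio), the −log10 p and −log10 q at the summit, and the summit's position. The deposited score equalled the −log10 q scaled and cut to a whole number, and it was not used. These values belong to the peaks of 1 list, so they were used only to describe, rank or filter peaks within that list. Read totals were not used here, and the absolute depth is unknown.

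Relative depth was recovered from the deposited fold and −log10 p of the authors. MACS computes the fold as the pileup plus 1 over the background plus 1, and p as a Poisson tail, so both values together give the number of fragments at the summit and the background level. In both lists nearly all peaks had such a solution, 99.999% in replicate 1 and 100% in replicate 2. Tested on simulated data, the solution returned the pileup of 100% of 1969 simulated peaks with unscaled pileups, and 1.93% of the same peaks had a solution after their p-values were altered at random. The pileup of replicate 1 was scaled by 0.921. Of the recovered background levels of replicate 2, 55.2% lay on steps of 0.557. In replicate 1, 51.7% lay on steps of 1.00, so the steps describe only a part of the levels. A scaled pileup or background arises when MACS compares a library with a control library of another depth. The methods of the study do not describe a control library. The recovered background is called the control level here.

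Peaks with identical intervals would have been collapsed, but there were none. Main comparisons used chromosomes 1 to 22, X and Y. Annotation came from GENCODE release 44 on hg38, the build named in the methods. The annotation release that the authors used is not stated. A promoter peak was one whose nearest edge lay within 3000 bp of any annotated transcript start. Remaining peaks were assigned in order to 5′ UTR, 3′ UTR, other exon, intron, downstream within 300 bp of a gene end, and intergenic. Gene-end peaks were peaks outside promoters whose summit lay within 1000 bp of the 3′ end of a protein-coding gene. Regions shared by both replicates were merged intervals that held at least 1 peak of each.

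Overlap and annotation shares were compared with 1000 random circular shifts of the peaks within each chromosome. These permutation tests were one-sided for overlap and promoters and two-sided for gene ends. Promoter shares of peaks found in both replicates or in 1 were compared by Fisher's exact test (two-sided), and fold ranks by a permutation test with 100000 resamples (two-sided). Gene lists were compared by Fisher's exact test with Benjamini-Hochberg adjustment, and the single genes of the T-cell list are not reported here. Motifs were counted in windows of 100 bp either side of the replicate 1 summit and in flanks of equal width, and compared by an exact McNemar test (two-sided) over 6 motifs with Benjamini-Hochberg adjustment. Each motif was also set against scrambled words of the same base composition and number of CpG. Shares carry 95% Wilson intervals, which cover counting error only. Neighbouring peaks and genes are not independent replicates. The rank agreement that a shared control alone gives was computed by permuting the fragments of replicate 2 among regions within 100 groups of like control level.

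Tested on simulated data, the permutation test by shifts gave p = 0.01, the smallest that its shifts could give, for 5000 peaks with a planted excess at starts. It gave a p under 0.05 in 0 of 20 lists of 5000 peaks with no excess. These simulated peaks were placed uniformly along the chromosomes, while the real peaks were richer in GC than random windows. The simulation therefore does not show how often the test errs for such peaks. The overlap of 5000 simulated peaks was recovered as 40.1% where 40% was planted. The McNemar test on 5000 simulated pairs without a difference fell under 0.05 in 5.8% of runs.

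The genes to be named, the gene lists and most alternatives were fixed before the data were examined. Named genes were MYC, HMGA1, CDK1, HMGB2 and PCNA, ETV6, MYB, RUNX1 and GATA3, UBE2D3, UBE2N, UBE2J1 and NUDT21, together with the 5 shared regions with the lowest sum of fold ranks. Alternatives were a −log10 q of at least 5, the 10000 peaks of each list with the highest −log10 p, a reciprocal overlap, summits within 200 bp, promoters within 1000 bp, starts of protein-coding genes, peak summits, all sequences, other gene-end distances, other motif flanks, and each replicate alone. Shifts of 20 to 200 kb and 1000000 random windows matched in GC content and length were added after the lists had been seen. Analyses used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, pysam 0.24.0, samtools 1.23.1 and minimap2 2.31-r1302. Plots used matplotlib 3.10.9.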

Results

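To examine where NUDT21 lies on chromatin in T-ALL cells, CUT&Tag peaks from 2 replicates of the J.gamma1 line were compared. Replicate 1 had 97162 peaks and replicate 2 had 68532 peaks. On chromosomes 1 to 22, X and Y there were 92722 and 66671 peaks, a ratio of 1.39. Peaks of replicate 1 had a median length of 630 bp and covered 98.5 Mb, and those of replicate 2 had a median length of 649 bp and covered 67.1 Mb. The median fold enrichment, as the authors' peak caller gave it, was 3.95 in replicate 1 and 4.23 in replicate 2. The lowest −log10 q was 2.00 in both lists. Read totals are unknown, but the background recovered from the deposited values placed replicate 1 at 1.95 times the depth of replicate 2. Over all deposited peaks, the median number of fragments recovered at a summit was 29 in replicate 1 and 19 in replicate 2. On the main chromosomes it was 30 and 20.

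Agreement between the replicates was measured first. Of the replicate 1 peaks, 56.4% touched a replicate 2 peak by at least 1 bp, against a mean of 8.47% ± 0.991 (SD over 1000 shifts) after circular shifts. The permutation p was 0.001, the smallest that 1000 shifts can give. Counted over the replicate 2 peaks, which moved the share most, 85.7% touched a replicate 1 peak. With summits within 200 bp, the share of replicate 1 peaks was 36.0%, against 1.74% after shifts. Overlap was compared only with shifts along whole chromosomes. How much of it follows from the GC content of the peaks was therefore not tested. Both replicates together covered 49497 shared regions. Across these regions, the ranks of the highest fold in each replicate had a Spearman's rho of 0.678. The control depths implied by the replicates differed by 0.0964%, so both folds may share 1 control. When the fragments of replicate 2 were permuted 1000 times among regions of like control level, which keeps only what a shared control gives, rho was 0.192 on average and at most 0.204. Regions are not independent replicates, and no p-value was computed for rho.

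The study asked whether NUDT21 was located at promoters. Peaks within 3000 bp of a transcript start made up 50.9% of replicate 1 (95% Wilson interval 50.5 to 51.2) and 54.3% of replicate 2 (53.9 to 54.7), with a mean of 52.6% ± 2.44 (SD, n = 2). After circular shifts the mean share was 23.7% in replicate 1 and 24.3% in replicate 2, so the observed shares were 2.15-fold and 2.24-fold higher. The permutation p was 0.001 for each replicate, the smallest that 1000 shifts can give. The excess over shifts, at least 27.2 percentage points in each replicate, was larger than the spread between replicates. Taking the 10000 peaks with the highest −log10 p of each list moved the share most, to 78.8%.

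The expected share depended strongly on what the peaks were compared with. Peaks had a median GC content of 58.1% in replicate 1 and 57.8% in replicate 2, while random windows had 39.8% and 39.9%. Random windows matched to the peaks in GC content and length lay at promoters in 47.7% of cases for replicate 1 and 46.9% for replicate 2. The observed shares exceeded these by 3.14 and 7.43 percentage points, and each was above the highest of 1000 matched draws. The permutation p was 0.001 for each replicate, the smallest that the draws can give.

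**Figure D1:**
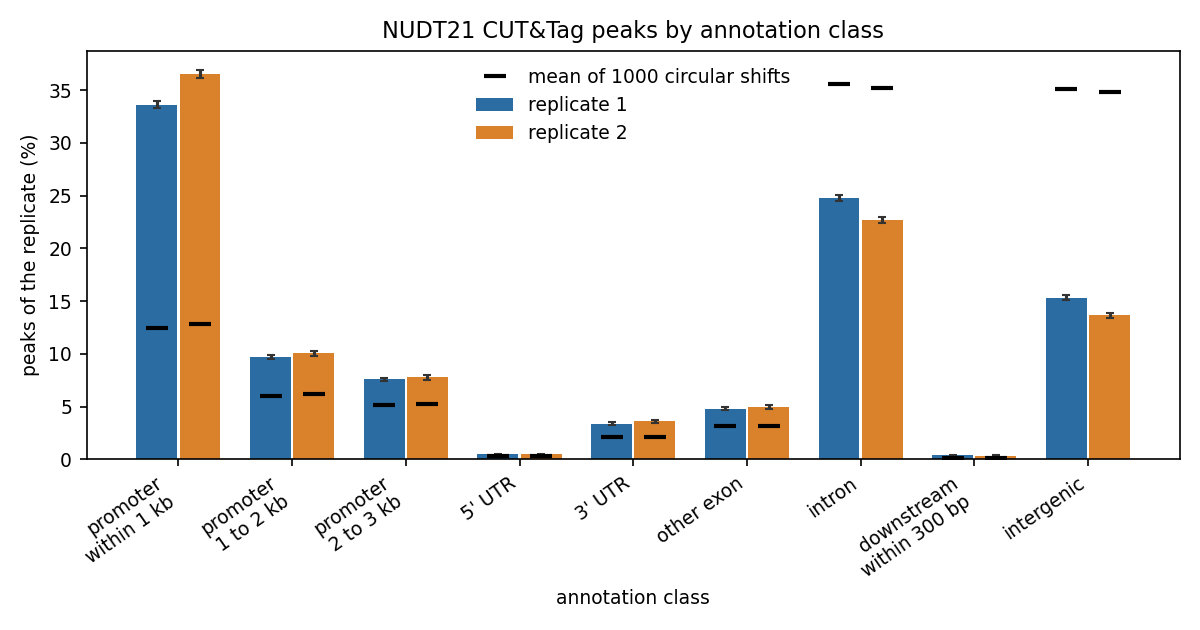
Share of peaks (%) in each annotation class for replicate 1 (blue) and replicate 2 (orange), with 95% Wilson intervals as error bars and black marks for the mean of 1000 circular shifts. Promoter classes lie above the marks, with 33.6% and 36.5% of peaks within 1 kb of a start, and intron and intergenic classes lie below them.

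Introns held 23.7% ± 1.49 of the peaks (SD, n = 2), against 35.4% after shifts. Intergenic sequence held 14.5% ± 1.18 (SD, n = 2), against 34.9%. The 3′ UTR held 3.49% ± 0.149 (SD, n = 2), against 2.10%.

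Because NUDT21 acts at polyadenylation sites, gene ends were examined apart from promoters. Of the 45562 replicate 1 peaks outside promoters, 3.26% had a summit within 1000 bp of the 3′ end of a protein-coding gene, and of the 30462 such peaks of replicate 2, 3.70% did. The mean was 3.48% ± 0.308 (SD, n = 2). Circular shifts gave 1.08% and 1.13%, so the shares were 3.02-fold and 3.28-fold higher (two-sided permutation p = 0.002 for each, the smallest the shifts can give). Against windows matched in GC content and length, which moved the mean of both replicates most, the shares were 1.30-fold and 1.53-fold higher, with the same smallest p.

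Peaks found in both replicates were more often at promoters than peaks found in 1. In replicate 1 the promoter share was 56.8% of 52262 shared peaks and 43.2% of 40460 single-replicate peaks, an odds ratio of 1.73 (95% interval 1.68 to 1.77). In replicate 2 it was 57.3% of 57134 shared peaks and 36.2% of 9537 single-replicate peaks, an odds ratio of 2.37 (2.26 to 2.48). Fisher's exact test gave a −log10 p of 368.9 and 321.2. A reciprocal overlap moved the mean difference most, from 17.4 to 5.85 percentage points.

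Fold enrichment was also higher at promoters within each list. The median fold was 4.17 at promoters and 3.78 elsewhere in replicate 1, and 4.39 and 4.04 in replicate 2. Mean ranks differed by 8.87 and 7.87 percentile points, and the permutation p was 1e-05 for each, the smallest that 100000 resamples can give. From the lowest to the highest quintile of the list by fold, the promoter share went from 43.8% to 66.8% in replicate 1 and from 47.6% to 68.0% in replicate 2. In the highest quintile, windows matched in GC content and length lay at promoters in 54.2% and 53.2% of cases. In the lowest quintile of replicate 1, the peaks were at promoters less often than their matched windows, which had 47.7%.

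**Figure D2:**
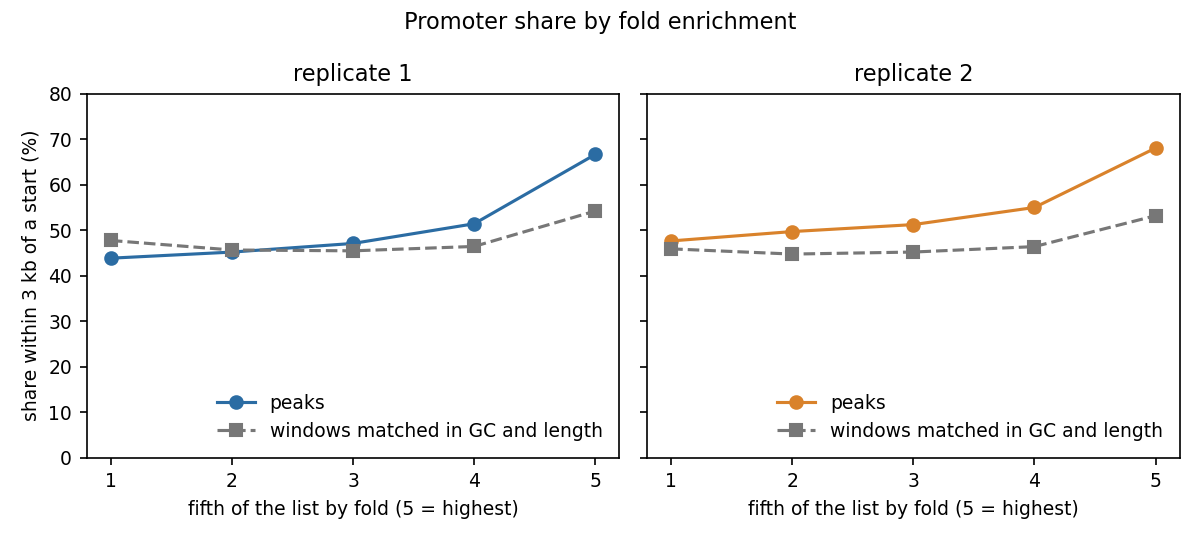
Share of peaks within 3 kb of a transcript start (%) in each quintile of the list by fold enrichment, for replicate 1 (left) and replicate 2 (right), with the mean of windows matched in GC content and length as grey squares. The distance between peaks and matched windows is largest in the highest quintile, at 12.4 and 14.9 percentage points.

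Of 20033 protein-coding genes, 11425 had a promoter peak in each replicate, which was 57.0% (95% Wilson interval 56.3 to 57.7). Promoter peaks were found for 13978 genes in replicate 1 and 11603 in replicate 2, and 5877 genes had none in either. With the 10000 peaks of each list with the highest −log10 p, the number fell to 4924.

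Lists fixed before the data were examined were then compared. Promoter peaks in both replicates were found for 17 of 20 housekeeping genes, 12 of 20 T-cell genes and 7 of 20 genes restricted to other tissues. By Fisher's exact test, the housekeeping list differed from the tissue-restricted list (50 percentage points, p = 0.00306, adjusted p = 0.00611). By the same exact test the T-cell list did not (25 percentage points, p = 0.205, adjusted p = 0.205).

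Of the 13 named genes, 12 had a promoter peak in both replicates, and UBE2J1 had one in replicate 1 only. This count includes peaks that also lay near a start of another gene. MYC (ENSG00000136997.22, chromosome 8, 127735434 to 127742951, plus strand, hg38) had a peak over its 5′ end in each replicate. The replicate 1 peak, from 127735008 to 127736522, had a fold of 7.89 with 76 fragments over a control level of 8, and its summit lay in annotated 5′ UTR. The replicate 2 peak, from 127735241 to 127736316, had a fold of 4.72 with 25 fragments over a control level of 4.51, also with its summit in 5′ UTR. Their folds were higher than 94.5% of the replicate 1 list and 63.9% of the replicate 2 list. A further peak in the 3′ UTR, from 127741729 to 127742062, was called in replicate 2 only, with a fold of 5.58. Another, from 127737436 to 127738074 with its summit in annotated 5′ UTR, was called in replicate 1 only, with a fold of 3.04.

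**Figure D3:**
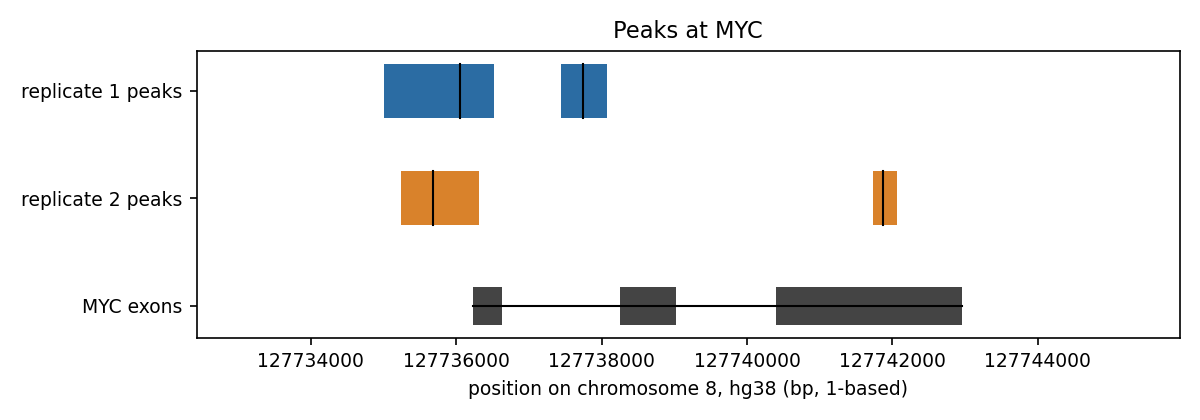
Peaks of replicate 1 (blue) and replicate 2 (orange) at MYC on chromosome 8 (hg38, bp), with summits as black lines and the exons of the canonical transcript in grey. A peak over the 5′ end is present in both replicates, while a second peak lies in the first intron of this transcript in replicate 1 only and another in the last exon in replicate 2 only.

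CDK1 (ENSG00000170312.17, chromosome 10, 60778331 to 60794852) had 1 promoter peak per replicate, each with its summit in the 5′ UTR. Their folds of 2.83 in replicate 1 and 2.67 in replicate 2 were higher than 14.5% and 4.03% of peaks. They rested on 45 fragments over a control level of 14 and on 24 fragments over a control level of 8.35, and both numbers of fragments were above the medians of their lists. HMGB2 (ENSG00000164104.12, chromosome 4, 173331376 to 173334432, minus strand) had a peak from 173334028 to 173335503 in replicate 1 with a fold of 6.60, and one from 173334337 to 173335562 in replicate 2 with a fold of 7.05. HMGA1 (ENSG00000137309.21, chromosome 6, 34236873 to 34246231) had 6 promoter peaks in replicate 1 and 5 in replicate 2, the strongest with folds of 7.32 and 5.69. For PCNA (ENSG00000132646.11, chromosome 20, 5114953 to 5126626, minus strand), the strongest promoter peaks had folds of 7.89 and 10.2, with summits 6737 and 6852 bp inside the gene, near starts of other PCNA transcripts. Peaks at the 5′ end of the gene had folds of 5.53 and 3.21, and they also lay within 3000 bp of a start of CDS2, so they cannot be given to either gene. Among the transcription factor genes, GATA3 had its only replicate 2 promoter peak in an intron. The fold of this peak was 3.04, higher than 11.9% of that list. Its summit lay 3461 bp from the nearest start, so only the edge of the peak fell within the limit of 3000 bp. The peaks of NUDT21 itself (ENSG00000167005.14, chromosome 16, 56429133 to 56452199, minus strand), with folds of 6.74 and 4.49, also lay within 3000 bp of a start of OGFOD1, so they cannot be given to either gene. The same holds for the peaks at the 5′ end of UBE2D3, with folds of 3.76 and 3.68, which lay near a start of CISD2. The strongest promoter peaks of UBE2D3, with folds of 5.92 and 6.94, had summits 41210 and 40811 bp inside the gene, near starts of other UBE2D3 transcripts.

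The 5 shared regions with the lowest sum of fold ranks were ranked by rule. The first, on chromosome 7 from 158523121 to 158526416, lay in an intron of PTPRN2 and outside promoters, and its nearest start, of MIR595, was 8762 bp away. Its folds were 110.9 in replicate 1 and 56.4 in replicate 2, with 2442 and 706 fragments at the summits. In this region 32.8% of 20-base words occurred more than once. The other 4 were promoter regions, and their nearest starts belonged to GPR17 on chromosome 2 (127621290 to 127662469), ADGRL1 on chromosome 19 (14201745 to 14211122), CD68 on chromosome 17 (7575959 to 7584935) and P4HB on chromosome 17 (81857962 to 81862776). Folds were 53.0 and 39.5 at GPR17, 42.8 and 36.2 at ADGRL1, 40.8 and 40.3 at CD68, and 35.2 and 29.9 at P4HB.

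Motifs were counted at the summits of the 49497 shared regions. TGTA, the DNA form of the RNA motif of NUDT21, was present in 46.9% of summit windows and 60.2% of flanks, a log2 ratio of -0.36 (exact McNemar test, adjusted −log10 p of 413.4). Scrambled words of the same composition fell further, with a mean log2 ratio of -0.47, and 2 of 11 were as high as TGTA. The RUNX motif did not differ between summits and flanks (log2 ratio -0.03, exact McNemar p = 0.192, adjusted p = 0.192), but with flanks farther from the summit it was less frequent at summits (log2 ratio -0.07, exact McNemar p = 0.00187). GATA and MYB motifs were less frequent at summits, with log2 ratios of -1.56 and -0.40 (adjusted exact McNemar p of 4.87e-234 and 1.21e-51). ETS and E-box motifs were more frequent, with log2 ratios of 0.65 and 0.43 (adjusted exact McNemar p of 1.37e-57 and 5.77e-25). Summit windows had a mean GC content of 61.3% and flanks 53.6%. Scrambled words of the same composition had mean log2 ratios of 0.37 for ETS and 0.55 for E-box. Of the scrambled words, 1 of 30 reached the ratio of the ETS motif and 4 of 7 that of the E-box, and 0 of the 6 motifs exceeded every one of its scrambled words.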

Values the study reported

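The study reported that about 45% of the NUDT21 peaks lay in promoter regions. Its methods do not state the promoter definition, or whether the share came from a single replicate or from merged peaks. It also reported 1,462 genes that fell after NUDT21 knockdown and carried NUDT21 peaks without a change in polyadenylation.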

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

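Of the tests given here, the comparison of the control level with a flat control and that of fragments at matched places were chosen only after the result was seen. No biological explanation was tested for either pattern, since both samples belong to 1 group.

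Peaks on alternate sequences of the assembly, which the comparisons left out, formed a signal outside the main measurement. There were 4244 such peaks in replicate 1 and 1796 in replicate 2, which was 4.37% and 2.62% of the lists. Alternate sequences are second versions of loci that the main chromosomes also hold, so reads of 1 locus placed on several copies are a candidate explanation. At 98% identity or more over at least 80% of their length, 95.1% of the peaks in replicate 1 and 95.3% in replicate 2 matched a main chromosome. This follows from how the assembly is built and decides nothing about reads. Of the matched places, 71.4% and 54.2% held a peak of the same replicate. If reads were divided between both copies, fragments and control level should both be low there. The median number of fragments was 25 at matched places and 30 at other main-chromosome peaks in replicate 1, and 17 and 20 in replicate 2. The median control level was 4 against 6 in replicate 1 and 2.78 against 3.90 in replicate 2, ratios of at most 0.714. These values fit reads divided between copies. The median fold was higher at matched places. It was 4.61 against 3.94 at other main-chromosome peaks in replicate 1, and 4.64 against 4.23 in replicate 2. Division of both would leave the fold of a given peak no higher, but the lists hold only peaks past a cutoff. With fewer fragments and a lower control level, a peak needs a higher fold to pass. Replicate 2, of lower depth, also had the higher median fold of all peaks. The higher fold at matched places therefore does not decide whether division is the whole cause. Other differences between these loci and the rest of the genome were not tested. Sequence variants of the cell line relative to the main chromosomes were not tested and stay open. Peaks at such loci may therefore be undercounted on the main chromosomes.

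The control level recovered at the summits was also raised, 2.33 times its genome-wide level in replicate 1 and 2.45 times in replicate 2. Noise alone raises the level, because the peak caller takes the highest of several windows. A simulated flat control gave 1.16 and 1.13 times the genome-wide level. Of the peaks, 65.8% and 56.3% lay above the 95th percentile of the flat control, which argues against noise as the whole cause. The promoter peaks could follow the control's own enrichment. In that case the promoter share should be no higher among peaks with the highest fold over the control. It was higher in the highest quintile than in the lowest, by 22.9 and 20.4 percentage points, which argues against this as the whole cause. The control level was nevertheless higher at promoter peaks than at other peaks, 6.43 against 5.93 in replicate 1 and 3.90 against 3.42 in replicate 2, so a part of the pattern stays open. Open chromatin that both the antibody library and the control cut more often, and extra copies of a region in the cell line, were not tested and stay open.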

How the results depend on the processing

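The shifts of 20 to 200 kb and the windows matched in GC content and length were chosen after the data had been seen. All other alternatives were planned. No paired analysis was possible because both samples belong to 1 group.

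Of the values that answered a comparison under an alternative, 67 kept their direction and their side of the threshold or, for numbers of genes, stayed within a factor of 1.5. Since rho had no test, it was held to the 95% interval of a bootstrap over regions, which covers sampling of regions only. Of the 67, 1 was fixed in advance, since no intervals were identical and the rows as deposited were the same peaks. Values with each replicate alone, except those for overlap and gene lists, restate the results already given per replicate. They are therefore no further evidence of stability. Outside the 67, 4 values moved. Spearman's rho between replicates was 0.672 with a −log10 q of at least 5 and 0.707 in promoter regions only, against 0.678. The number of protein-coding genes with a promoter peak in both replicates was 4924 with 10000 peaks per list, against 11425, as fewer peaks can reach fewer genes. Relative to scrambled words, 0 motifs were enriched, against 2. For the rho values the cause was not tested.

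The promoter share lay above that of shifts under every alternative that was run, from 35.1% with promoters within 1 kb to 78.8% with 10000 peaks per list. Its excess over chance depended on the comparison. On the log2 scale it was 1.13 over circular shifts, 0.36 over shifts of 20 to 200 kb and 0.15 over windows matched in GC content and length. The gene-end excess went from 1.66 to 0.55 and 0.50 in the same order.

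The RUNX motif reversed, from a log2 ratio of -0.03 to 0.036 at replicate 2 summits (exact McNemar p = 0.107) and 0.0098 in regions outside promoters (exact McNemar p = 0.775), neither past the threshold, and the cause was not tested. With flanks farther from the summit it passed the threshold, with a log2 ratio of -0.07 (exact McNemar p = 0.00187). The other 21 values for single motifs were unchanged in direction and side of the threshold.

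With each replicate alone, the number of protein-coding genes with a promoter peak was 11603 and 13978. The lower depth of replicate 2 limits which weak peaks can be called there. Depth alone left 84.9% of the replicate 1 peaks when they were thinned, while 56.4% touched a replicate 2 peak. Thinning may overstate how many peaks would pass, which was not tested. Whether depth accounts for most peaks found in replicate 1 only therefore stays open.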

Other observations

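The tests on histone genes and on the first-ranked region were chosen only after the result was seen. Both samples belong to 1 group, so no explanation that needs a comparison between groups was tested.

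Replicate 1 had more peaks than replicate 2, and a difference in sequencing depth is a candidate explanation. When the recovered fragments of replicate 1 were thinned to the depth of replicate 2, 78757 peaks passed the lowest −log10 p of replicate 2, which was 1.18 times the 66671 peaks that replicate 2 had. The ratio was 1.39 before thinning, already within the limit of 1.5 set for this test, so the test could hardly have failed and does not decide. Thinning removed 53.6% of the difference, and the cause of the remainder stays open. Of the peaks that passed after thinning, 60.9% touched a replicate 2 peak, and of those that did not pass, 30.9% did. Summits are chosen for their height, so thinning may overstate how many would pass, and this was not tested.

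GC content and length of the peaks could account for the promoter share. Most of the excess over circular shifts went away in matched windows, but at least 3.14 percentage points remained in each replicate, which argues against GC content as the whole cause. In the highest quintile by fold, the excess over matched windows was at least 12.4 percentage points. In the lowest and second quintiles of replicate 1 no excess remained, with differences of -3.89 and -0.459 percentage points. In replicate 2 the lowest quintile kept an excess of 1.74 percentage points. The promoters of the cell line may differ from matched windows in other ways, such as accessibility, which was not tested.

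The occupied share of protein-coding genes also went with promoter GC content. It was 20.5% (95% Wilson interval 19.3 to 21.8) in the lowest quintile of genes by GC content and 71.8% (70.4 to 73.2) in the highest. GC content of the promoters could therefore explain why some gene lists were occupied more often. Of the 3 lists, 1 lay outside the central 95% of 10000 draws of genes matched in GC content. This was the housekeeping list, with 17 occupied genes against a matched mean of 12.2. Matched draws reached 17 in 1.23% of cases. The T-cell list had 12 against 9.02 (central range 5 to 13), and the tissue-restricted list had 7 against 9.95 (6 to 14). Within the T-cell list, promoters with a peak had a mean GC content of 59.1% ± 7.49 (SD, n = 12) and those without had 41.4% ± 6.61 (SD, n = 8), an exact permutation p of 3.18e-05 (adjusted over the 3 lists, 9.53e-05). In the housekeeping list the means were 59.0% ± 8.45 (SD, n = 17) and 59.3% ± 5.999 (SD, n = 3), an exact permutation p of 0.932 (adjusted, 0.932). In the tissue-restricted list they were 59.6% ± 3.67 (SD, n = 7) and 50.1% ± 12.98 (SD, n = 13), an exact permutation p of 0.0794 (adjusted, 0.119). Low GC content is thus a candidate explanation for the T-cell genes without a shared promoter peak. It stays open for the tissue-restricted genes, and whether the lists differ in this was not tested.

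TGTA in the DNA under the summits was tested as a hypothesis and remains undecided. Its log2 ratio was -0.36, but summits were richer in GC than flanks and scrambled words fell further, to -0.47 on average. Relative to these TGTA was 0.11 higher, with 2 of 11 words as high. The hypothesis of transcription factor sites under the summits was not borne out for the motifs as a set. Of the RUNX, GATA, ETS and MYB motifs, 0 were both enriched at summits and above every scrambled word. For GATA 16 of 29 scrambled words were as high, and for MYB 24 of 30, while for ETS 1 of 30 was. A word count does not cover weaker forms of these sites.

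Replication-dependent histone genes were noticed among the highest folds. Of 69 such genes, 59 had a promoter peak in both replicates, resting on 33 peaks in each. With each peak counted once, their median fold was at the 99.7th percentile of the replicate 1 list and the 99.6th of the replicate 2 list. Genes matched in promoter GC content had medians of 82.0 and 72.3, and the highest of 10000 draws were 94.7 and 93.0, which argues against GC content. A low control level could also raise the fold. The median number of fragments was itself higher, 78 against 47 in replicate 1 and 47 against 25 in replicate 2, which argues against this as the whole cause. The control level at these peaks was not compared, so a part of the fold stays open. Reads shared between near-identical histone genes were not tested. These genes are transcribed heavily in dividing cells and their transcripts end without a poly(A) tail, so the pattern may be worth a test with data from other antibodies in the same cells.

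The region with the highest fold in both replicates lay outside promoters, in PTPRN2. A tandem repeat in the reference is a candidate explanation. In the region 32.8% of 20-base words occurred more than once, against a 95th percentile of 6.22% among 2000 shared regions. The region is thus richer in repeats than most, but the share is below the level fixed for a repeat as the cause, so whether it is a tandem repeat stays open. Reads of several repeat copies piled up on the region would raise the control as well. The control level there was 19.3 in replicate 1 and 11.5 in replicate 2, which was 3.22 and 2.96 times the median of all peaks. The number of fragments was 81.4 and 35.3 times its medians of 30 and 20, a rise at least 11.9 times that of the control. The region was chosen for its fold, which nearly equals such a ratio, so the outcome was set by the choice. The test therefore does not decide, and copies as a cause of the fold stay open.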
